# Altered Localization of Hybrid Incompatibility Proteins in *Drosophila*

**DOI:** 10.1093/molbev/msz105

**Published:** 2019-04-30

**Authors:** Jacob Carter Cooper, Andrea Lukacs, Shelley Reich, Tamas Schauer, Axel Imhof, Nitin Phadnis

**Keywords:** speciation, hybrid incompatibilities, telomeres

## Abstract

Understanding the molecular basis of hybrid incompatibilities is a fundamental pursuit in evolutionary genetics. In crosses between *Drosophila melanogaster* females and *Drosophila simulans* males, an interaction between at least three genes is necessary for hybrid male lethality: *Hmr ^mel^*, *Lhr ^sim^*, and *gfzf ^sim^*. Although HMR and LHR physically bind each other and function together in a single complex, the connection between *gfzf* and either of these proteins remains mysterious. Here, we show that GFZF localizes to many regions of the genome in both *D. melanogaster* and *D. simulans*, including at telomeric retrotransposon repeats. We find that GFZF localization at telomeres is significantly different between these two species, reflecting the rapid evolution of telomeric retrotransposon copy number composition between the two species. Next, we show that GFZF and HMR normally do not colocalize in *D. melanogaster*. In interspecies hybrids, however, HMR shows extensive mis-localization to GFZF sites, thus uncovering a new molecular interaction between these hybrid incompatibility factors. We find that spreading of HMR to GFZF sites requires *gfzf ^sim^* but not *Lhr ^sim^*, suggesting distinct roles for these factors in the hybrid incompatibility. Finally, we find that overexpression of HMR and LHR within species is sufficient to mis-localize HMR to GFZF binding sites, indicating that HMR has a natural low affinity for GFZF sites. Together, these studies provide the first insights into the different properties of *gfzf* between *D. melanogaster* and *D. simulans*, and uncover a molecular interaction between *gfzf* and *Hmr* in the form of altered protein localization.

## Introduction

The formation of new species from a single ancestral population involves the evolution of reproductive isolating barriers (Dobzhansky 1937; Coyne and Orr 2004). Intrinsic postzygotic reproductive barriers, such as the sterility or inviability of hybrids, are caused by deleterious genetic interactions known as hybrid incompatibilities. Understanding the evolutionary forces that generate such barriers between species requires understanding the properties of incompatibility genes—namely, what are their native functions within species, and how do they interact with each other? Despite decades of studies, a system of species with detailed molecular understanding of their hybrid incompatibilities remains elusive.

One of the longest studied interspecies hybridizations is between the fruit fly *Drosophila melanogaster* and its closest sister species, *Drosophila simulans*. When *D. melanogaster* females are crossed to *D. simulans* males, the hybrid F1 males die during larval development (Sturtevant 1919). These F1 hybrid males lack imaginal disc tissues, and do not undergo sufficient growth to trigger pupation; hybrid F1 females live to adulthood but are sterile (Sánchez and Dübendorfer 1983). Three genes are essential for the inviability of these hybrid F1 males: *Hybrid male rescue* from *D. melanogaster* (*Hmr*^ *mel*^) (Hutter and Ashburner 1987; Barbash et al. 2003), *Lethal hybrid rescue* from *D. simulans* (*Lhr*^*sim*^) (Watanabe 1979; Brideau et al. 2006), and GST-containing FLYWCH zinc finger protein from *D. simulans* (*gfzf*^*sim*^) (Phadnis et al. 2015) (fig. 1). These three alleles interact genetically to form a single hybrid incompatibility, and all three incompatible alleles must be simultaneously present for hybrid F1 male lethality. Loss-of-function or reduced expression of any individual incompatible allele is sufficient to rescue the viability of hybrid F1 males. *Hmr*^ *mel*^ is lethal to hybrid males whereas *Hmr*^ *sim*^ does not cause hybrid male inviability. Conversely, *Lhr* ^ *sim*^ and *gfzf*^* sim*^ are incompatible alleles that cause hybrid F1 male lethality, whereas the corresponding alleles of *Lhr*^ *mel*^ and *gfzf*^ *mel*^ do not contribute to hybrid F1 male lethality. The *D. melanogaster*–*D. simulans* hybridization thus represents one of the best understood systems in terms of the identities of the genes involved in hybrid lethality (Barbash 2010).

**Fig. 1.**
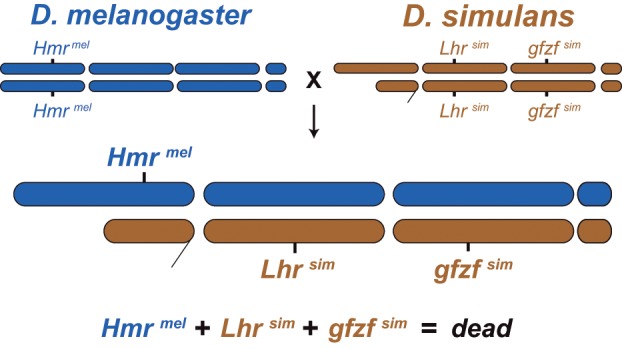
Three genes are required for F1 male lethality. *Hmr^mel^, Lhr^sim^*, and *gfzf^sim^* are all required for hybrid F1 male lethality between *Drosophila melanogaster* and *Drosophila simulans*.

*Hmr* and *Lhr* (also known as heterochromatin protein 3 [HP3]) are not essential for viability within species (Watanabe 1979; Hutter and Ashburner 1987). Biochemical studies have shown that HMR and LHR physically bind to each other and function together in a complex with HP1a (Brideau et al. 2006; Thomae et al. 2013; Satyaki et al. 2014). Null mutants of *Hmr* and *Lhr* in *D. melanogaster* show defects in sister chromatid detachment during anaphase (Blum et al. 2017) and show derepression of transcripts from several families of transposable elements and satellite DNA (Thomae et al. 2013; Satyaki et al. 2014). Both proteins are overexpressed in hybrid F1 males, and hybrids display a pattern of derepression of transcripts from transposable elements and satellite DNA (Thomae et al. 2013; Satyaki et al. 2014). The molecular mechanism for how *Hmr* and *Lhr* interact with *gfzf* to form a lethal hybrid incompatibility remains unclear.

*gfzf* encodes a protein that contains four FLYWCH zinc finger domains, and a GST domain (Dai et al. 2004). In contrast to HMR and LHR, there is no evidence for a physical interaction of either protein with GFZF. Unlike *Hmr* and *Lhr*, *gfzf* is essential for viability in *D. melanogaster* (Provost et al. 2006). Loss-of-function mutants of *gfzf* die shortly after hatching into larvae, in a pattern reminiscent of hybrid F1 male lethality (Provost et al. 2006; Bolkan et al. 2007). *gfzf* has been identified repeatedly in several genetic screens, including those designed to identify suppressors of the *Killer-of-prune* system (Provost et al. 2006), cell-cycle regulation (Ambrus et al. 2009), DNA damage induced cell-cycle checkpoints (Kondo and Perrimon 2011), Ras/MAPK signaling (Ashton-Beaucage et al. 2014), and Polycomb complex regulation (Gonzalez et al. 2014). One potential explanation for the role of *gfzf* in such a variety of processes comes from a recent study where *gfzf* was identified as a transcriptional coactivator through an association with Motif1 binding protein, and shown to bind the transcriptional start sites of genes relevant to the genetic screens where *gfzf* was identified as a hit (Baumann et al. 2018).

Here, we investigate the properties and functional differences of *gfzf* between *D. melanogaster* and *D. simulans*, and in F1 hybrids between these species. First, our cytological analyses show that there is little difference in protein localization of GFZF between the two species except at telomeric sequences. This differential binding of GFZF at telomeres persists in interspecies hybrids. These differences in localization appear to be due to changes in sequence composition at telomeres between *D. melanogaster* and *D. simulans*, and not due to species-specific amino acid changes in GFZF. Second, we investigate the pattern of GFZF and HMR colocalization, and find that the two proteins do not normally colocalize in *D. melanogaster*. In interspecies hybrids, however, HMR shows extensive mis-localization to GFZF sites, and this mis-localization requires the presence of *gfzf*^ *sim*^. Third, we find by ChIP-Seq that overexpression of HMR and LHR causes HMR to mis-localize to GFZF binding sites, indicating that HMR has some natural low affinity for GFZF sites. Together, these results provide the first hints of the allele-specific properties of *gfzf*, and the novel molecular interactions between *Hmr* and *gfzf* in hybrids between *D. melanogaster* and *D. simulans*.

## Results

### Different Localization Patterns of GFZF at *D. melanogaster* and *D. simulans* Telomeres

Though *gfzf* is a chromatin associated factor that has many binding sites in the genome (Baumann et al. 2018), it is not clear if this property is consistent between *D. melanogaster* and *D. simulans*. To determine whether *gfzf*^ *mel*^ and *gfzf*^ *sim*^ show differences in chromatin localization patterns, we developed an antibody that can recognize the GFZF protein from both species (supplementary fig. S1, Supplementary Material online). We performed immunostaining for natively expressed GFZF across multiple tissues, and found that it consistently localizes to the nucleus in *D. melanogaster* and *D. simulans* (supplementary figs. S2 and S3, Supplementary Material online). As we did not observe differences in the nuclear localization of GFZF at the cellular level, we next investigated the patterns of GFZF localization on polytene chromosomes. Consistent with previous reports, we found that GFZF localizes to many discrete bands on polytene chromosomes in *D. melanogaster* (fig. 2*A* and *B*). However, we also noticed strong localization of GFZF to the ends of several chromosomes, most notably the ends of the X and 2R chromosomes in *D. melanogaster*. These patterns are clearly visible both in our images and also in a re-examination of previously reported polytene analyses (Baumann et al. 2018).

**Fig. 2.**
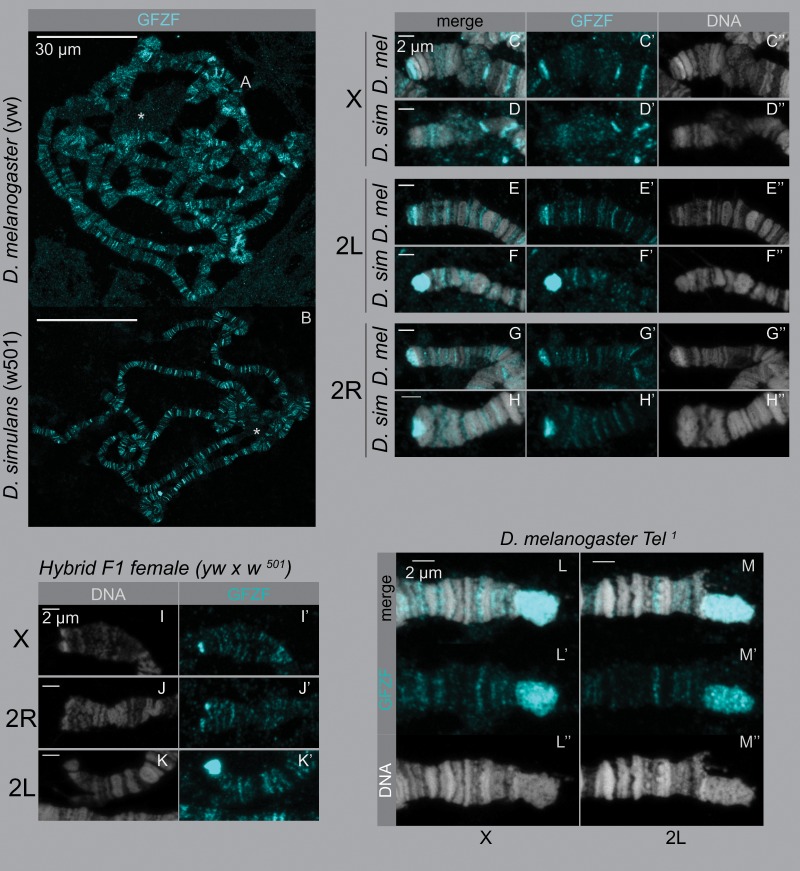
GFZF localization is different at chromosome ends in *Drosophila melanogaster* and *Drosophila simulans*. Polytene chromosomes were stained with anti-GFZF and Hoechst. (*A*–*B*) Whole polytenes from *D. melanogaster* and *D. simulans*. In both species, GFZF localizes to multiple bands across the genome. The star on each polytene indicates the chromocenter. (*C*-*H*) Magnified ends of polytene chromosomes from *D. melanogaster* and *D. simulans*, stained for GFZF and DNA. (*I*–*K*) Hybrid polytene chromosome ends of X, 2R, and 2L. There is a differential localization pattern on X and 2L, but not on 2R. (*H*–*I*) GFZF binds telomere retrotransposon repeats. The *Tel^1^* mutant has extended telomeres due to additional replication of the telomeric retrotransposons. In F1 progeny between *yw* and *Tel^1^*, the GFZF signal extends with the elongated *Tel^1^* telomere.

HMR localizes to the telomere capping complex along with other locations in the genome (Thomae et al. 2013; Satyaki et al. 2014). To test whether GFZF localizes to the telomere capping complex or the retrotransposon repeats that comprise the telomeres of *Drosophila*, we used a *Tel*^*1*^ mutant strain that has extended telomeric retrotransposon repeats (Siriaco et al. 2002). An increase of GFZF staining in *Tel*^*1*^ polytenes and the lack of colocalization with HP1 indicate that GFZF localizes to the retrotransposon repeats at telomeres but not to the telomere cap (fig. 2*L* and *M*, supplementary fig. S4, Supplementary Material online).

We further investigated the patterns of GFZF localization on polytene chromosomes in *D. simulans* and found that most bands of GFZF binding appear qualitatively similar between the two species. However, we uncovered striking species-specific differences in GFZF localization at telomeres (fig. 2*C*–H). On the X chromosome, there is a bright band of staining on the end in *D. melanogaster* but not in *D. simulans*. This pattern is reversed at the end of 2L, where there is a bright patch of staining in *D. simulans* but not *D. melanogaster*. The end of chromosome arm 2R shows similar staining in both species, whereas the ends of 3L and 3R have little staining in either species. These patterns of species-specific GFZF staining at the ends of chromosomes seen in pure *D. melanogaster* and *D. simulans* individuals also persists in F1 hybrids between the two species (fig. 2*I*–*K*, supplementary fig. S5, Supplementary Material online).

In F1 hybrids, GFZF localization on the *D. melanogaster* polytene chromosomes versus the *D. simulans* polytene chromosomes is dramatically different at telomeres, but otherwise appears identical at other regions of the genome. There is precedence for hybrid incompatibility proteins differentially binding DNA in hybrids, such as in the case of *Odysseus* which causes hybrid sterility in introgression males between *D. simulans* and *Drosophilamauritiana* (Bayes and Malik 2009). Both *gfzf*^ *mel*^ and *gfzf*^ *sim*^ are expressed in F1 hybrids, raising the possibility that they may drive ectopic localization of one-another (Phadnis et al. 2015). Given the protein coding differences in GFZF between the two species, a simple hypothesis is that the two alleles of GFZF may show preferential binding to telomeres from its native species. To determine whether these patterns of differential localization reflect differences in binding specificities of the two alleles of GFZF or sequences composition differences at telomeres between the two species, we performed immunofluorescence studies using transgenes that carry GFP-tagged GFZF from either species. We found that both alleles of GFZF localize to telomeres in hybrids, with little or no allele-specific differences in their localization patterns (fig. 3*A* and *B*). This overlap in localization is supported by examining the fixed coding differences between *gfzf*^ *mel*^ and *gfzf ^sim^*(fig. 3*C*). Only one of the 31 fixed coding differences between the two alleles falls in any of the FLYWCH domains, suggesting that the nucleic acid binding properties may not be different between the two forms. These results suggest that the differential binding patterns of GFZF at telomeres are not caused by differences in the binding specificities of the two forms of GFZF, and instead reflect the rapid divergence of telomeric sequence composition between species (Danilevskaya et al. 1998; Anderson et al. 2008).

**Fig. 3.**
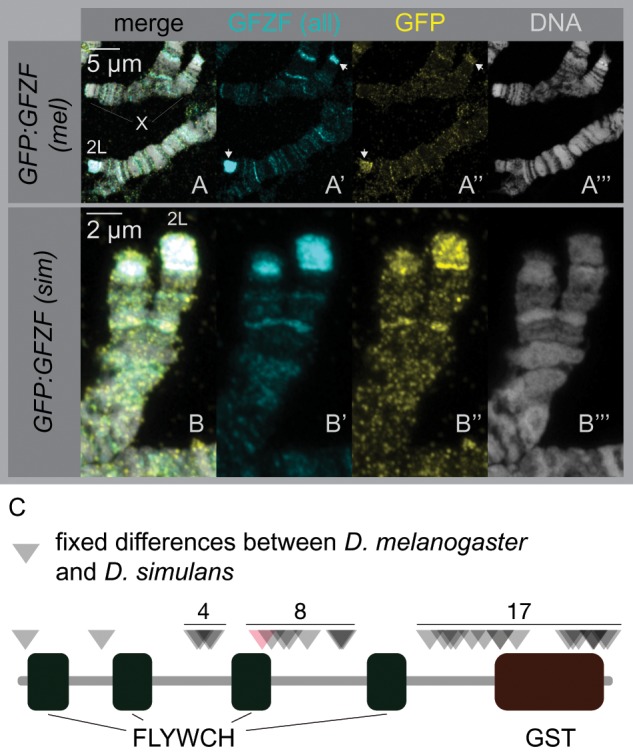
GFZF does not have species-specific binding patterns in polytenes. (*A*–*B*) F1 hybrid polytene chromosomes are stained for total GFZF and an EGFP–GFZF transgene from each individual species. In both cases, the anti-GFZF and anti-GFP signals colocalize, showing that there is not a difference in GFZF binding due to protein sequence. (*A*) *Drosophila melanogaster* GFP: GFZF(mel) crossed to *Drosophila simulans w^501^*, X chromosome (top) with chromosome 2L (bottom). (*B*) *D. melanogaster w^1118^* crossed to *D. simulans* GFP: GFZF(sim), images are of chromosome 2L. (*C*) Diagram of the fixed amino acid differences in *D. melanogaster* and *D. simulans*. FLYWCH domains and the GST domain are annotated. Triangles represent the position of the fixed differences, and the single red triangle is the only fixed difference in a FLYWCH domain.

### Altered Localization of HMR in F1 Hybrids Requires GFZF^s^^im^

Our immunofluorescence studies with polytene chromosomes indicate that GFZF and HMR are in close proximity to each other at telomeres, where they localize to the telomeric retrotransposon repeats and the telomere capping complex respectively. To directly examine interactions between GFZF and HMR, we costained polytene chromosomes with antibodies for each protein. In *D. melanogaster*, we found that GFZF and HMR form separate bands through most of the genome, and rarely localize to the same band (fig. 4*A*–*C*). At telomeres, it appears that HMR localizes immediately distal to GFZF, consistent with the pattern that we observed with GFZF and HP1a. We attempted to detect the native localization of LHR in these contexts. Although an LHR antibody exists that has been used previously for biochemical assays (Thomae et al. 2013), we failed to detect an LHR immunofluorescent signal in our experiments.

**Fig. 4.**
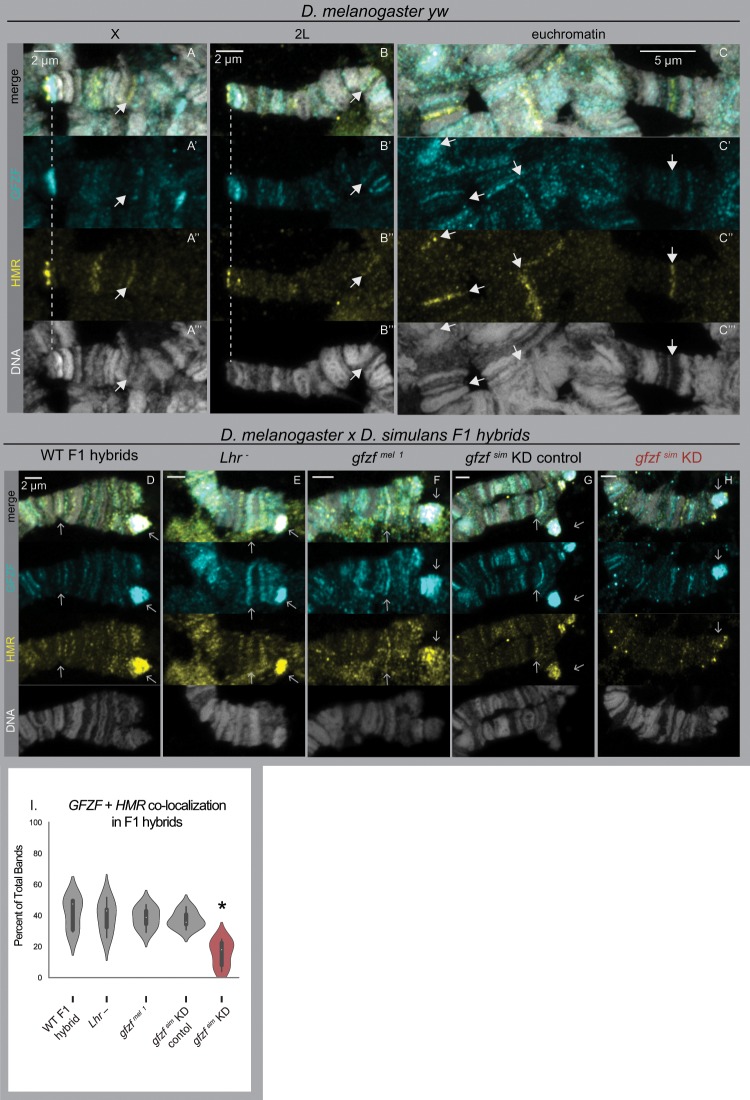
Aberrant colocalization of GFZF and HMR in F1 hybrids requires GFZF^sim^. (*A*–*C*) *Drosophila melanogaster* (*yw* strain) polytene chromosomes are stained with anti-GFZF and anti-HMR. There are few instances of colocalization, even when they are in close proximity at the telomeres. (*D*–*H*) Hybrid F1 female polytene chromosomes, stained for anti-GFZF and anti-HMR. All images show the telomeres of 2L. White arrows indicate the tip of the chromosome and a band of significant colocalization for (*D*–*G*). (*D*) WT hybrids of *yw* and *w^501^*. HMR spreads out to GFZF bands. (*E*) Hybrids of *yw* crossed to *Lhr^1^*. (*F*) Hybrids of *gfzf^1^* crossed to *w^501^*. (G) Hybrid of *gfzf^1^* crossed to *w^501^*. (*G*–*H*) Hybrids from UAS-RNAi(*gfzf^sim^*); Actin5C-GAL4/CyO crossed to *w^501^*. GAL4 versus CyO samples were identified by inversions on chromosome 2. In GAL4 expressing samples, HMR spreading is reduced and colocalization has decreased. (*I*) Quantification of colocalization. The number of HMR/GFZF co-occurring bands is presented as a percentage of the total bands recorded. *P < 0.00039 by a permutation test between given sample and the WT control, all other samples did not significantly differ from WT. *n* = 6 for each condition.

Previous observations show that HMR spreads to many additional sites in the polytene chromosomes of F1 hybrids (Thomae et al. 2013). We costained hybrid polytenes for GFZF and HMR and found that many of these new HMR chromatin sites colocalize with GFZF sites (fig. 4*D*). In euchromatic regions of F1 hybrids, there are more instances of HMR banding, where HMR appears to spread to many more locations throughout the genome. At the telomeres, HMR is no longer confined to the telomere cap, and instead leaks into the GFZF regions. Not all GFZF sites costain for HMR, suggesting that this overlap of HMR and GFZF localization in F1 hybrids is incomplete.

To test if the altered localization of HMR to GFZF sites in F1 hybrids is dependent on GFZF, we depleted allele-specific versions of GFZF and measured HMR and GFZF colocalization. We used an Actin5C-GAL4 driver to knockdown *gfzf*^ *sim*^ expression via RNAi, which has previously been shown to be sufficient to rescue hybrid male viability (Phadnis et al. 2015). Interestingly, reducing the expression of *gfzf*^ *sim*^ greatly reduced the spreading of HMR into euchromatic regions of the genome, causing the HMR banding pattern to largely revert to the pattern seen in pure species individuals (fig. 4*H*, supplementary fig. S6, Supplementary Material online). We next tested whether a null allele of *Lhr*^ *sim*^, which is also sufficient to rescue hybrid male viability, similarly restored normal HMR localization. Here, we examined polytene chromosomes of hybrids from a cross between *D. melanogaster yw* females to *D. simulans Lhr^1^* males. In contrast to our results with reducing the expression of *gfzf*^ *sim*^, we find that the loss-of-function mutation in *Lhr*^ *sim*^ does not prevent the spreading of HMR to the euchromatic regions of the genome (fig. 4*E*). Next, to test whether removing *gfzf*^ *sim*^ versus removing *gfzf*^ *mel*^ showed differences in their effect on HMR mis-localization, we crossed females carrying a null allele of *D. melanogaster gfzf* to *D. simulans* males, and found that removing GFZF^mel^ does not stop the spreading of HMR (fig. 4*F*). We quantified these results by counting instances of overlapping peaks along polytene chromosomes, and found that reduction of GFZF ^sim^ is the only perturbation that significantly decreases the altered localization of HMR and to GFZF sites (fig. 4*I*). These results indicate that the mis-localization of HMR is dependent on GFZF ^sim^, but not on GFZF^mel^ or LHR ^sim^.

### Overexpressed HMR in *D. melanogaster* Mis-Localizes to GFZF Sites

We next asked if experimental manipulation within species could recapitulate an ectopic interaction between GFZF and HMR. A simple explanation for the mis-localization of HMR to GFZF binding sites in hybrids is that HMR may have some natural affinity for GFZF sites, but does not normally localize to these sites when *Hmr* is expressed at a low level. HMR and LHR are known to have higher protein levels in hybrids than in their parent species (Thomae et al. 2013; Satyaki et al. 2014)—in this context, higher expression of HMR may be responsible for its localization to GFZF binding sites. Alternatively, overexpressed HMR may form new protein–protein interactions with GFZF and localize to GFZF binding sites.

To test these ideas, we overexpressed HMR and LHR in *D. melanogaster* S2 cell culture, and performed ChIP-Seq with HMR to identify its genomic binding sites and compared them to endogenous binding sites. 

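S2 (SL2) cells, a line derived from late D. melanogaster embryos, carried the transgenes under pMT, a promoter that copper switches on. In the induced condition the cells received 250 μM CuSO4 for 20 to 24 h, and in the uninduced condition they did not. The paper's methods give FLAG-HA-HMR and Myc-LHR as the transgenes, whereas the sample labels name FLAG-HA-HMR alone. Chromatin bound by HMR was precipitated with an anti-HMR antibody and sequenced beside input chromatin. The induced condition has 2 ChIP libraries and 2 inputs, and the uninduced condition has 1 ChIP library and 1 input. The authors aligned single-end reads of 50 bp to dm6, kept uniquely mapped reads and called peaks with HOMER at a threshold of 2-fold over input. They deposited 1 peak list per condition, with the position of each peak and no height, score or p-value. Whether the 2 induced libraries were pooled before peak calling is not stated in the paper's text. Every peak in both lists is 200 bp wide. The induced list holds 1981 peaks and the uninduced list 1424, of which 3 in each lie on the Y. The lists carry no read counts, so the depth behind a peak is unknown. As there is 1 list per condition, differences between the conditions have no replicate error and were not tested. Copper and transgene expression also change together, and no copper-treated cells without the transgenes are among the samples. A difference between the lists can therefore not be credited to HMR level alone. Peaks were compared by position, with an overlap of at least 1 bp taken as shared, and shares of peaks are given with Wilson 95% confidence intervals, which cover counting error only. Peaks of cells with endogenous HMR alone, GFZF peaks and accessible chromatin sites were not analysed here.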

We then compared these data with GFZF ChIP-Seq profiles from a previously published study (Baumann et al. 2018). When both proteins are overexpressed, HMR localizes to new sites throughout the genome in a pattern consistent with our observations of HMR localization to GFZF binding sites in hybrids. This pattern can be seen in representative examples (fig. 5*A*, supplementary figs. S8–S10, Supplementary Material online) and by examining the global levels of HMR and GFZF overlap (fig. 5*B*). 

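Of the 1981 HMR peaks in the induced condition, 936 overlapped no peak of the uninduced condition, which is 47.2% of the list (95% interval 45.1 to 49.5). The other 1045 peaks were shared. Of the 1424 uninduced peaks, 379 had no overlapping induced peak (26.6%, 24.4 to 29.0). Among the alternatives that kept the full lists, a required reciprocal overlap of 50% moved the induced-only count most, to 999 peaks. When the induced list was shortened to the 1424 peaks that stand first in it, 552 had no uninduced counterpart (38.8%, 36.3 to 41.3), and 552 of the 1424 uninduced peaks then had no induced counterpart. With lists of equal length and peaks that pair singly, these counts are equal by construction, so they cannot show an excess of either class. This shortening was chosen after the lists were seen. Induced-only peaks were found on every major chromosome arm. There were 135 on 2L, 188 on 2R, 188 on 3L, 217 on 3R, 12 on 4 and 195 on the X. Their share of the induced peaks was lowest on chromosome 4, at 24.5% (14.6 to 38.1), and highest on the X, at 55.2% (50.0 to 60.3). Both arms also stand apart in the order of the induced list, with a median line of 245 on chromosome 4 and 1649 on the X. Within equal parts of the list in line order, the share on the X was lower than on the autosomes, by -7.20 percentage points. That comparison was chosen after the result was seen, so the higher share on the X is not shown to be a preference for the X. The intervals of 2L, 2R, 3L and 3R overlapped one another, with shares from 43.4% to 48.2%.

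**Figure D1:**
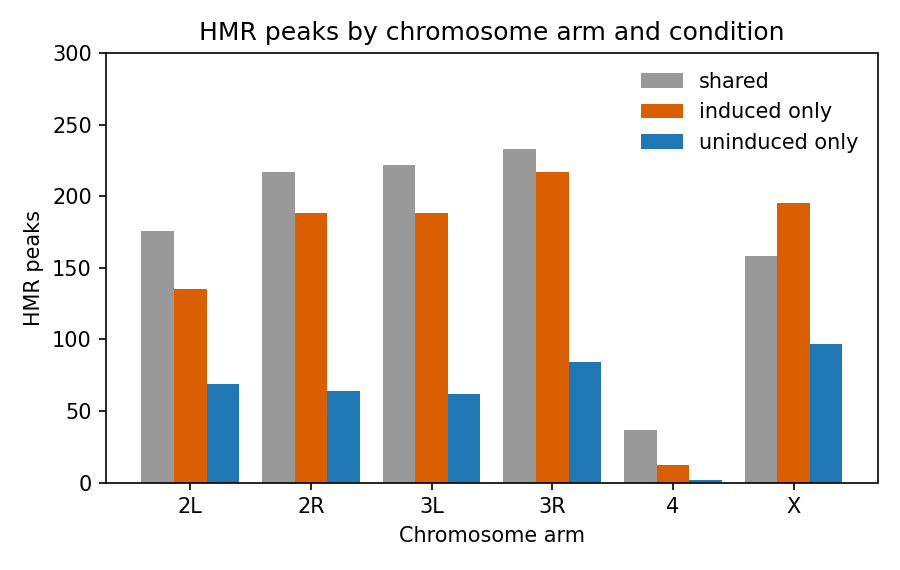
Number of HMR peaks on each major chromosome arm, with 1 bar each for peaks shared by both conditions, peaks of the induced condition alone and peaks of the uninduced condition alone. The X has more induced-only peaks (195) than shared peaks (158), while the other arms have fewer. Peaks on the X stand late in the induced list (median line 1649).

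The lines of the lists are not in order of position. Across the 1045 shared peaks the line numbers in both lists were correlated (Spearman's rho 0.809 across peaks, which are not independent replicates), although the paper does not state what the order stands for. Each list was divided into 10 parts of equal size in line order. In the first part of the induced list 9.05% of the peaks were induced-only (5.80 to 13.8), and in the last part 75.8% were (69.3 to 81.2). The paper describes the pattern of the new sites as like that of HMR at GFZF binding sites in hybrids. It also reports that the overlap between HMR peaks and GFZF peaks rose with overexpression (Fig. 5B). In Fig. 5C and D the paper reports that HMR was enriched at GFZF sites after induction. It also set HMR peaks against accessible chromatin sites (S11) and saw no significant change in their overlap. GFZF peaks were not analysed here.

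**Figure D2:**
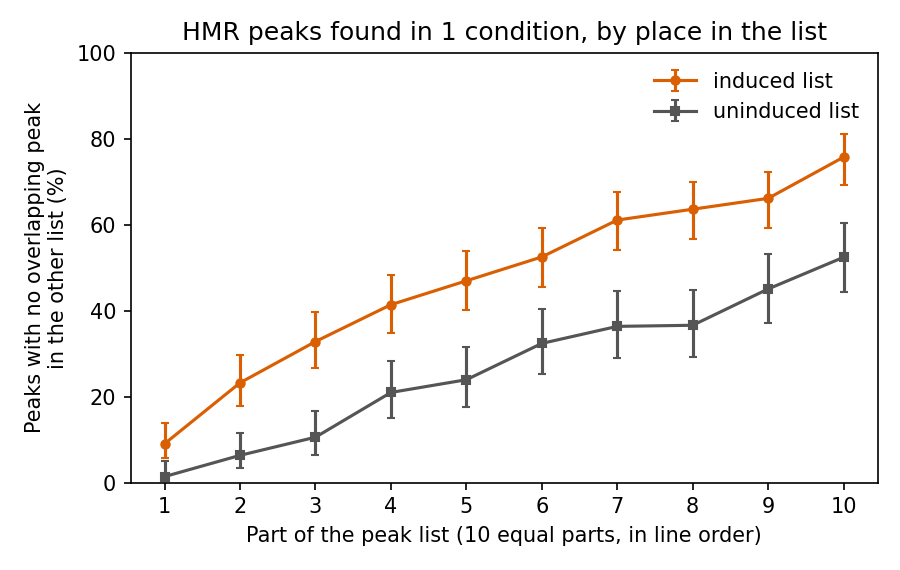
Percentage of HMR peaks with no overlapping peak in the other condition, for 10 equal parts of the induced and the uninduced peak list in line order. Points are shares and bars are Wilson 95% intervals. The share rises from 9.05% to 75.8% along the induced list and from 1.40% to 52.4% along the uninduced list.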

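Dscam1 (FBgn0033159) lies on the minus strand of chromosome 2R of dm6 from 7317924 to 7381899. In this gene and 50000 bp on each side, the induced condition had 6 HMR peaks and the uninduced condition 1. The shared peak is intergenic, at 7317647 to 7317846 in the induced list and 7317672 to 7317871 in the uninduced list, beyond the 3′ end of Dscam1, and it contains a Su(Hw) consensus match. It stands at line 375 of the induced list and line 183 of the uninduced list. Of the 5 induced-only peaks, 3 have their centre within 250 bp of a transcription start site (TSS). They lie at 7278142 to 7278341, 140 bp from a TSS of Br140, at 7387096 to 7387295 in the 5′ UTR of Dhx15, 8 bp from its TSS, and at 7407797 to 7407996, 77 bp from a TSS of Eaf. The peak at 7378263 to 7378462 is in an intron of Dscam1, 3507 bp from the nearest TSS, and that at 7300792 to 7300991 is intergenic, 10504 bp from the nearest TSS. The induced-only peaks of this region stand between lines 1199 and 1693 of the 1981 in the list.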

GFZF has been previously described as a transcriptional activator, and therefore it is possible that the pattern of increased HMR association with GFZF sites is due to a preference of HMR for open chromatin. To address this, we compared HMR binding sites to the location of ATAC sites, which represent accessible chromatin (Albig et al.) (supplementary fig. S11, Supplementary Material online). We find that there is no significant change in HMR association with ATAC sites in any condition, indicating that its increased association with GFZF is not driven by a simple preference for open chromatin. By examining all the sites that are classified as GFZF and HMR overlapping sites when HMR expression is induced, it is clear that HMR is enriched at GFZF sites in the induced condition (fig. 5*C* and *D*). Though the levels of HMR expression in these S2 cells is likely greater than the levels in hybrids, these data show that expressing surplus HMR is sufficient to induce HMR mis-localization to GFZF binding sites.

**Fig. 5.**
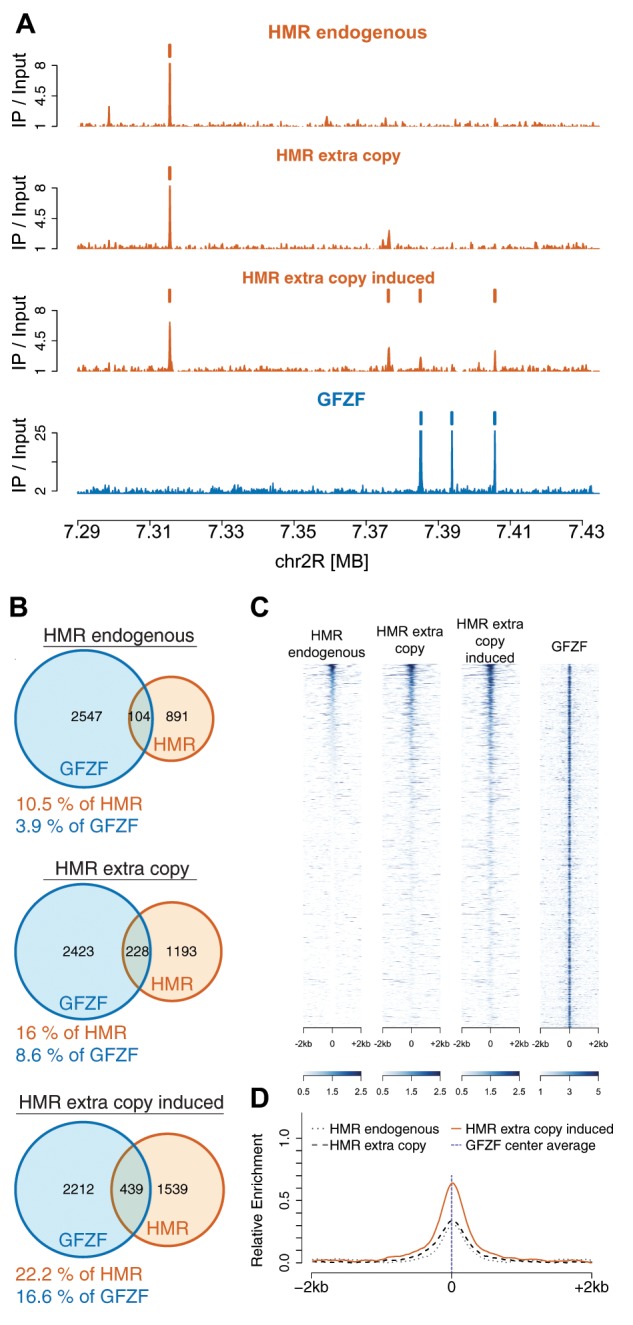
Overexpression of *Hmr* and *Lhr* in *Drosophila melanogaster* causes HMR binding to GFZF chromatin sites. (*A*) A representative example of HMR and GFZF ChIP-Seq plot over a region of chromosome 2R, focused on the *Dscam1* locus. This snap-shot presents an example of the different patterns found in the genomic data. (*B*) The percentage of GFZF peaks that overlap with HMR peaks and the percentage of HMR peaks that overlap with GFZF peaks increase with HMR overexpression. (*C*) Heatmap for HMR enrichment at GFZF peaks under the three conditions, sorted by HMR signal strength in the induced condition. Each line represents the same 4 kb stretch around a GFZF peak across the three conditions. The GFZF heatmap shows the GFZF signal strength at each of these positions. (*D*) Histogram of relative enrichment of HMR around GFZF peaks at all GFZF peaks for the three conditions.

## Discussion

*Hmr*, *Lhr*, and *gfzf* genetically interact in a single hybrid male lethal incompatibility between *D. melanogaster* and *D. simulans* (Barbash et al. 2003; Brideau et al. 2006; Phadnis et al. 2015). All three genes evolve rapidly under recurrent positive selection and encode chromatin binding proteins. Although HMR and LHR physically bind each other and function together in a single complex, the connection between either of these proteins to *gfzf* remains mysterious. Our results indicate that GFZF localizes to discrete genomic locations, but the binding profiles of GFZF do not overlap with those of HMR. These proteins come close to each other at chromosome ends, where GFZF is heavily enriched at the retrotransposon arrays that form fly telomeres and HMR/LHR function together in the telomere capping complex. Despite this close proximity of GFZF with HMR at chromosome ends, GFZF does not overlap with HMR and instead the two proteins reflect the boundary between the retrotransposon arrays at telomeres and the telomere capping complex. There is some evidence that HMR and LHR localize to the centromere or pericentric heterochromatin (Thomae et al. 2013; Blum et al. 2017). In our images, we do not find GFZF near these regions in polytenes, but this approach may not provide a complete picture when assaying the centromeric region of the genome as the chromocenter and pericentric heterochromatin are underreplicated in polytene chromosomes.

However, in interspecies hybrids these proteins meet each other in the form of altered chromatin localization of HMR to GFZF binding sites. This change is easily observed in the form of HMR localization to the ends of chromosomes where GFZF is prominent, but also at other euchromatic GFZF binding sites. Previously, HMR has been observed to localize to additional sites in hybrids compared with its within species binding patterns, but the nature of these sites remained unknown (Thomae et al. 2013). These additional sites can now at least partially be accounted for through GFZF binding sites. Our results show that reducing the expression of the incompatible *gfzf*^ *sim*^ allele restores the normal localization patterns of HMR. Although removing the *D. simulans* alleles of either *Lhr* or *gfzf* rescues hybrid male viability, removing *Lhr*^ *sim*^ does not restore the normal localization pattern of HMR indicating distinct roles for *Lhr* and *gfzf* in the hybrid incompatibility. Together, these results provide evidence for a new molecular interaction between the hybrid incompatibility factors involved in hybrid male lethality between *D. melanogaster* and *D. simulans*.

The observation that reducing *gfzf*^ *sim*^ restores normal localization of HMR raises the possibility that a novel physical interaction between GFZF ^sim^ and HMR may underlie the altered localization of HMR to GFZF binding sites in hybrids. However, our experiments with *D. melanogaster* cultured cells show that overexpressing *Hmr* and *Lhr* is sufficient to localize HMR to GFZF binding sites in the absence of *gfzf*^ *sim*^. A novel physical interaction between HMR and GFZF may, therefore, not be necessary for the altered localization patterns seen in hybrids. Instead, a natural affinity of surplus HMR for GFZF binding sites may be sufficient to explain the altered binding patterns observed in hybrids. *Hmr* and *Lhr* are known to be overexpressed in hybrids between *D. melanogaster* and *D. simulans* (Thomae et al. 2013). It is yet unclear how *gfzf*^ *sim*^ increases HMR binding to GFZF sites, whereas *gfzf*^ *mel*^ does not. It is possible that *gfzf*^ *sim*^ works with other chromatin modifying proteins and alters chromatin such that it is more accessible to HMR. Conversely, it is possible that *gfzf*^ *sim*^ directly or indirectly affects the expression of *Hmr* and/or *Lhr*, leading to their overexpression in hybrids.

The most obvious difference in GFZF localization between *D. melanogaster* and *D. simulans* using polytene analyses is at their telomeres. The *D. melanogaster* and *D. simulans* alleles of GFZF, however, are capable of binding to the telomeric retrotransposon arrays at telomeres from either species. From our data, it does not appear that the amino acid differences in GFZF between *D. melanogaster* and *D. simulans* contribute to their species-specific binding patterns. Instead, these results reflect the evolution of dramatic copy number differences in the telomeric retrotransposon arrays between the two species. Recent evidence suggests that the distribution of TAHRE retrotransposons may differ between *D. melanogaster* and *D. simulans*, though it is not yet known whether telomeres at specific chromosomes drive this signal (Saint-Leandre et al. 2018). Further experiments to explore the role of GFZF in telomere regulation may help determine how GFZF operates as a transcriptional coactivator, but also the nature of its localization to the highly repressed retrotransposon repeats of the telomere.

Although hybrids between *D. melanogaster* and *D. simulans* show increased expression of transposable elements including those at telomeres, this is not thought to be directly responsible for hybrid male lethality (Thomae et al. 2013; Satyaki et al. 2014). However, the need to control telomeric retrotransposons may have provided the substrate for the rapid evolution of *Hmr*, *Lhr*, and *gfzf*. Telomeric retrotransposons must replicate for cells to live, yet rampant replication may cause widescale genome instability. There is evidence that telomere length is highly variable within *D. melanogaster* (Wei et al. 2017), and that the telomere capping proteins have undergone significant divergence over the course of *Drosophila* evolution (Vedelek et al. 2015). Therefore, we speculate that the regulation of the number of retrotransposon repeats and the telomere/euchromatin boundary might be important stages of intragenomic conflict. All three hybrid incompatibly genes are positioned to be involved in both conflicts—in hybrids, the extension of HMR into the GFZF regions of telomeres could may reflect the loss of a boundary between the two regions. These ideas provide guidance for further experiments into understanding the functional consequences of the altered localization of HMR to GFZF binding sites, particularly at telomeres. Together, our results suggest that a deeper understanding of the molecular interactions of *gfzf* may shed light on telomere length regulation through retrotransposon copy number control, and its relation to the evolution and molecular mechanisms of hybrid incompatibilities. Our results reinforce the idea that dissecting the cellular processes that are disrupted in hybrids can provide clues into the molecular mechanisms and the evolutionary forces that drive the formation of hybrid incompatibilities between species.

## Materials and Methods

### Drosophila Husbandry and Strains

To produce hybrids between *D. melanogaster* and *D. simulans*, we set crosses of 3–4 virgin female *D. melanogaster* and 7–9 two-day old *D. simulans* males. We allowed mating to occur at 25 °C for 2–3 days, and then transferred the vials with progeny to 18 °C to develop. Unless stated otherwise, our standard *D. melanogaster* line was *yw*, and our standard *D. simulans* line was *w*^*501*^. For our polytene analyses, we set up all crosses with 3–4 males and females at 25 °C for 2 days and reared the progeny 18 °C until large third instar larvae were ready for dissection.

### Transgenic Flies

To construct flies that expressed EGFP.GFZF, we cloned the *gfzf* locus from both *D. melanogaster* and *D. simulans* into plasmid vectors for transformation into fly lines and created stable stocks. Briefly, we amplified 1KB upstream of the transcript start site of *gfzf* and 1KB downstream of the stop codon of *gfzf* in order to capture any local regulatory elements. We used Gibson Assembly (Gibson et al. 2009) to transform this segment of the *gfzf* locus with the sequence for EGFP (fused to the *N*-terminus of *gfzf* with a short linker sequence) into the pattB and pCasper4 vectors. Injections of these vectors into PBac{y[+]-attP-3B}VK00002 (Bloomington Stock 9723) by phiC31 transgenesis for *D. melanogaster* and *w^501^* by *P*-element mediated transgenesis for *D. simulans* were performed by The Best Gene Inc. We confirmed the successful integration of these vectors via an *mW* marker, and the expression of EGFP.GFZF by wide-field fluorescence microscopy. In all cases we found that the 1KB upstream and downstream regulatory regions were sufficient alone to drive expression of EGFP.GFZF at a moderate level in every cell type we examined (as compared with the native fluorescence of other transgenes we have used in our lab). All sequence information are available in the Supplementary Material online The UAS.*gfzf*^ *sim*^ RNAi strain was developed for a previous study (Phadnis et al. 2015), and uses a shRNA construct to target a 6 bp deletion that is a fixed difference between *D. melanogaster* and *D. simulans gfzf.*

### Polytene Chromosome Analysis

We isolated polytene chromosomes from the salivary glands of third instar larvae. We extracted the salivary glands into PBS and fixed them in 45% acetic acid and 4% paraformaldehyde for 30 s. We then softened the salivary tissue in 22.5% acetic acid and 50% lactic acid for 1 min. We flattened the glands and cleared tissue under a wide-field dissecting scope between a coverslip and a glass slide. We fixed the tissues to the slide by freezing the sample with liquid nitrogen and removing the coverslip using a swift flicking motion. We stored samples in PBS at 4 °C for no more than 3 h before proceeding to immunofluorescent antibody staining.

### Antibodies and Immunofluorescence

To fluorescently stain polytene chromosomes, we first washed them with PBS with 0.3% TritonX-100 (PBT). We then blocked them for 10 min with normal goat serum, and incubated them in with a primary antibody solution for 1 h and 20 min at room temperature. The rabbit anti-GFZF primary antibody was developed by Covance against the target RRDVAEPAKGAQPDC. For our primary antibody concentrations, we used the following: rabbit anti-GFZF 1:200, rat anti-HMR 1:20 (Thomae et al. 2013), mouse anti-HP1 (DSHB C1A9), and chicken anti-GFP 1:200 (Abcam 13970). We washed the samples six times with PBT before incubating them in a secondary antibody solution for 1 h and 20 min at room temperature. All secondary antibodies were generated from goats and used at a concentration of 1:1,000. We washed away the secondary antibody with three washes of PBT. To stain DNA, we incubated the samples with Hoechst 32258 (Thermo Fisher) at 1:1,000 in PBT for 4 min. We washed twice more with PBS before mounting the samples under glass coverslips in Fluoromount-G. We imaged all our samples using the Zeiss LSM880 Airyscan system, and processed all images using the Zen software from Zeiss and the Fiji package in ImageJ.

### Colocalization Analysis

To analyze the colocalization of HMR and GFZF in our polytene images, we measured the frequency of co-occurring bands. To do this, we drew a segmented line along DNA using tools in Fiji (a package manager for ImageJ), and generated a table of the intensities of the HMR and GFZF signal from their respective channels. To pick the location of our lines, we avoided regions that contained large, continuous stretches of signal from either channel, as to not artificially inflate the amount of colocalization. We also picked segments that contained at least one prominent band from both channels to ensure that signals could be clearly separated from background noise. We used the DNA channel to find continuous segments of DNA. For each condition, we measured at least five polytene preps from separate larvae. For each polytene, we made three measurements on different segments of the polytene and averaged the three measurements. To process the data, we wrote a script in python3 to detect local maxima (peaks in fluorescent intensity that represent bands) and count the co-occurrence of maxima in both samples versus the total number of maxima observed (supplementary fig. S7, Supplementary Material online). We avoided double-counting by setting a minimum distance between local maxima (0.6 μM), and set a background threshold as 20% of the maximum intensity value to avoid noise in the fluorescent signal. We tested for statistical difference in our samples by implementing a permutation test using python, with the test running for 100,000 permutations of the different data sets to test for a difference in the mean between each sample and our wild-type control.

### Cell Culture

*Drosophila* SL2 cells stably transfected with FLAG-HA-HMR and Myc-LHR under a CuSO_4_ inducible promoter (pMT) were grown at 26 °C in Schneider *Drosophila* medium (Invitrogen) supplemented with 10% fetal calf serum and antibiotics (100 units/ml penicillin and 100 μg/ml streptomycin). Transfected cells were selected with 20 μg/ml Hygromycin B. Cells were grown to confluence in 550 ml flasks and induced for 20–24 h with 250 μM CuSO_4_ before harvesting for chromatin immunoprecipitation.

### Immunoprecipitation

Nuclear extracts from 0 to 12 h Oregon R embryos were subjected to immunoprecipitation as follows. α-FLAG immunoprecipitation was performed using 20 μl of packed agarose-conjugated mouse α-FLAG antibody (ANTI-FLAG M2 Affinity gel, A2220 Sigma-Aldrich). α-GFZF IP was performed using 12 μl of rabbit antibody noncovalently coupled to 30 μl of Protein A/G Sepharose. Unspecific rat IgG noncovalently coupled to 30 μl of Protein A/G Sepharose through a bridging rabbit antirat IgG (Dianova, 312-005-046) and Protein A/G Sepharose alone (beads-only) were used as mock controls, in mass-spectrometry and immunoblots experiments, respectively. The steps that follow were the same for all the immunoprecipitations and were all performed at 4 °C. The antibodies coupled with the solid phase were washed three times with IP buffer (25 mM Hepes pH 7.6, 150 mM NaCl, 12.5 mM MgCl_2_, 10% Glycerol, 0.5 mM EGTA) prior to immunoprecipitation. Nuclear extracts were treated with benzonase (MERCK 1.01654.0001) and rotated 1 h end-over-end at 4 °C to digest nucleic acids. To remove insoluble material the digested extracts were centrifuged for 10 minutes at 20,000 × g and the supernatant was transferred to new tubes containing the antibody-beads solution (IP buffer complemented with a cocktail of inhibitors containing Aprotinin, Pepstatin, Leupeptin, 0.25 μg/ml MG132, 0.2 mM PMSF, 1 mM DTT was added up to a total volume of 500 μl) and end-over-end rotated for 2 h (α-FLAG) or 4 h (α-GFZF and IgG). After incubation the beads were centrifuged at 400 × g and washed three times in IP buffer complemented with inhibitors and three additional times with NH_4_HCO_3_ before in beads digestion.

### ChIP-Seq

Chromatin immunoprecipitation was essentially performed as in previous work with HMR (Gerland et al. 2017). For each ChIP reaction, chromatin isolated from 1 to 2 × 10^6^ cells was incubated with rat anti-HMR 2C10 antibody precoupled to Protein A/G Sepharose through a rabbit IgG antirat. The samples were single-end, 50 bp sequenced with the Illumina HiSeq2000. An overview of all ChIP-Seq samples used, a list of HMR peaks used for further analyses is as well as all sequencing data are publicly available as described below. The raw reads were aligned to the *D. melanogaster* genome assembly (UCSC dm6) using Bowtie2 (2.2.9) and filtered for uniquely mapped reads using samtools (1.3.1) (Li et al. 2009). Input and sequencing depth normalized tracks were generated by Homer (4.9) and visualized using R graphics. Peak calling was performed using HOMER 4.9 with parameters –style factor –F 2 –size 200 for HMR and –style factor –F 6 –L 6 –size 200 for GFZF. ChIP-Seq profiles (bedgraph) and peaks (bed) were imported to R using the rtracklayer package (version 1.38.3). Profiles were converted to coverage vectors using the coverage function from the GenomicRanges package (version 1.30.3) and example regions were plotted as polygons (base graphics). Peak centered matrices were generated from coverage vectors using the coverageWindowsCenteredStranded function from the tsTools package (version 0.1.0, https://github.com/musikutiv/tsTools; Last accessed on May 2016). The matrices were log2-transformed and visualized as heatmaps using the image function or as composite plots by plotting the mean across peaks for each position using base graphics. Venn diagrams of peak overlaps were created using the Vennerable package (version 3.1.0.9). The endogenous HMR binding data set (GSE86106, Gerland et al. 2017) and the GFZF binding data set (GSE105009, Baumann et al. 2018) are derived from NCBI GEO.

### Data Access

All proteomics data are available in the Project PXD010712 in the PRIDE archive of EMBL-EBI. All HMR ChIP-sequencing data are available in the Project GSE118291 in the GEO archive of NCBI.

## Supplementary Material

Supplementary data are available at *Molecular Biology and Evolution* online.

## Supplementary Material

msz105_Supplementary_Data Click here for additional data file.

# Supplementary material for: Altered Localization of Hybrid Incompatibility Proteins in Drosophila
**Source:** Mol Biol Evol. 2019 Apr 30;36(8):1783–92. doi: 10.1093/molbev/msz105
**Supplement:** msz105_Supplementary_Data

## Supporting Information for

### Altered localization of hybrid incompatibility proteins in *Drosophila*

Cooper, J.C. <sup>1</sup>, Lukacs, A. <sup>2</sup>, Reich, S. <sup>1</sup>, Schauer, T. <sup>2</sup>, Imhof, A. <sup>2,3</sup>, Phadnis, N <sup>1\*</sup>.

## Supplemental Figure 1

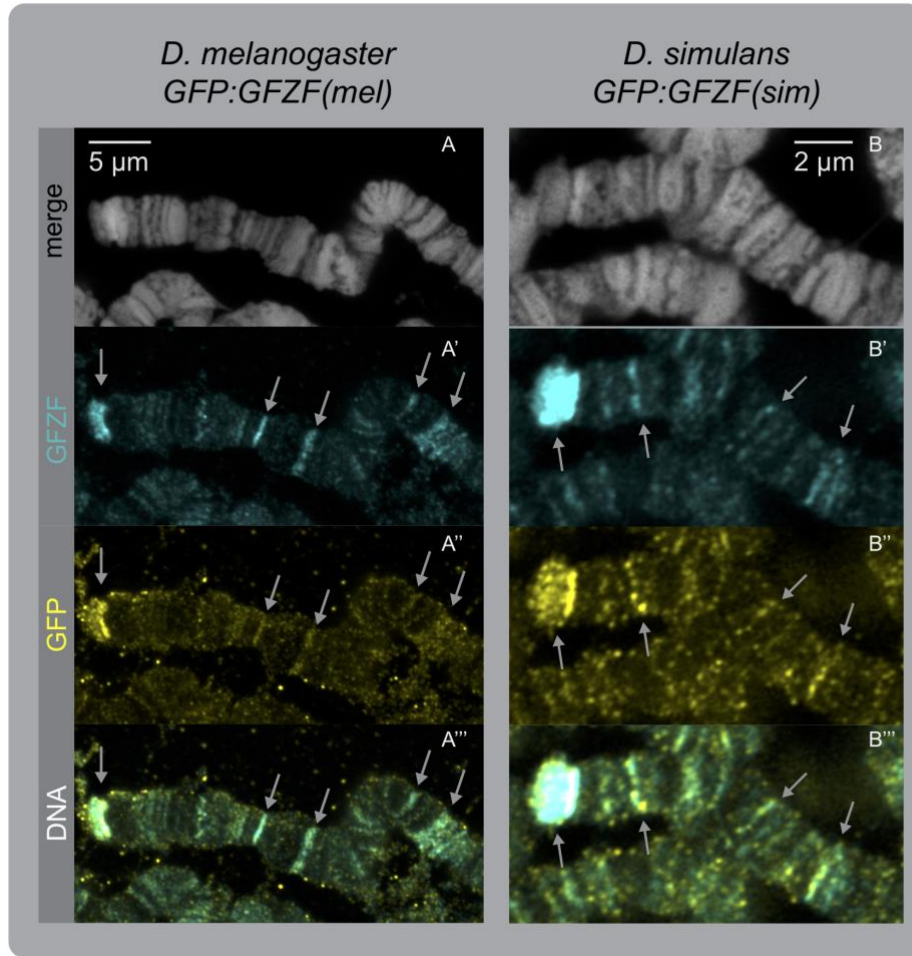

### Supplementary figure S1. GFZF antibody binds GFZF<sup>mel</sup> and GFZF<sup>sim</sup>

Polytene chromosomes from transgenic lines with EGFP.GFZF<sup>mel</sup> and EGFP.GFZF<sup>sim</sup> co-stained with anti-GFP and anti-GFZF antibodies. White arrows point to strong bands of co-localization. Chromosomes were chosen due to species specific strong patterns of GFZF localization for best overlap comparison. (A) X chromosome of *D. melanogaster* (B) Chromosome 2L of *D. simulans*

## Supplemental Figure 2

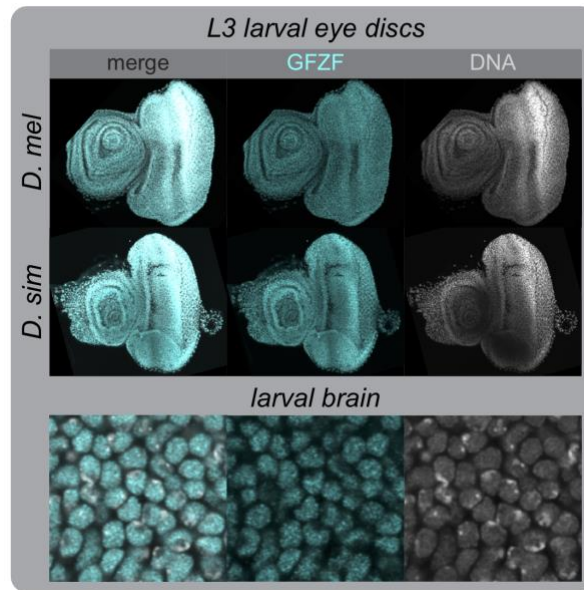

**Supplementary figure S2. GFZF is expressed in the nucleus during development in *D. melanogaster* and *D. simulans***

Larval eye discs stained with anti-GFZF and Hoechst from *D. melanogaster* and *D. simulans*. Mid panels are zoomed in, single Z slices from the eye disc samples. In all these samples, GFZF co-localizes with Hoechst.

### Supplemental Figure 3

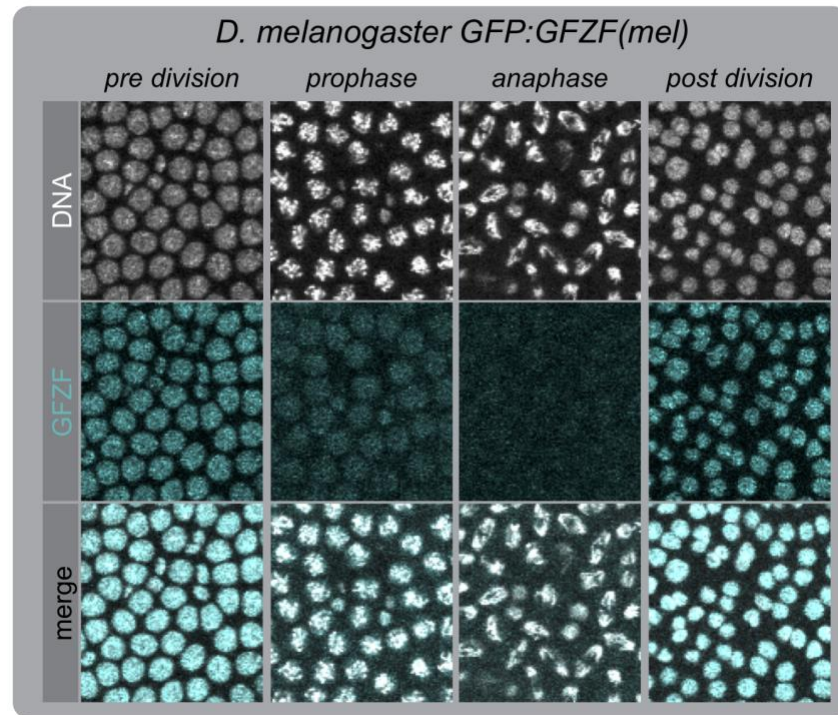

#### Supplementary figure S3. GFZF is absent from the chromatin of dividing cells

Live embryo imaging of EGFP:GFZF; H2av:RFP in *D. melanogaster* over the stage 6 – stage 7 cell division. Images were taken at 20 second intervals, and the panels here are representative of the cell cycle stages indicated in the legend. During mitosis, the EGFP signal depletes from the nucleus as chromatin condenses and is almost absent at the onset of anaphase. The signal returns early in the next prophase, and the process repeats.

#### Supplemental Figure 4

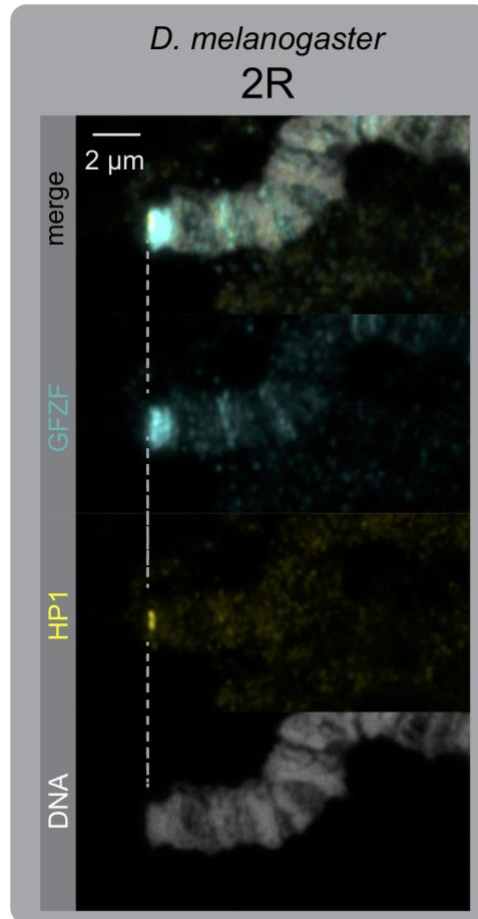

**Supplementary figure S4. GFZF and HP1a do not co-localize at the ends of chromosomes, indicate GFZF does not bind the telomere cap**

Co-staining for anti-GFZF and anti-HP1a. The alignment via the dashed line shows that the HP1a signal is just distal of the GFZF signal, similar to the pattern that we observe with GFZF and HMR.

## Supplemental Figure 5

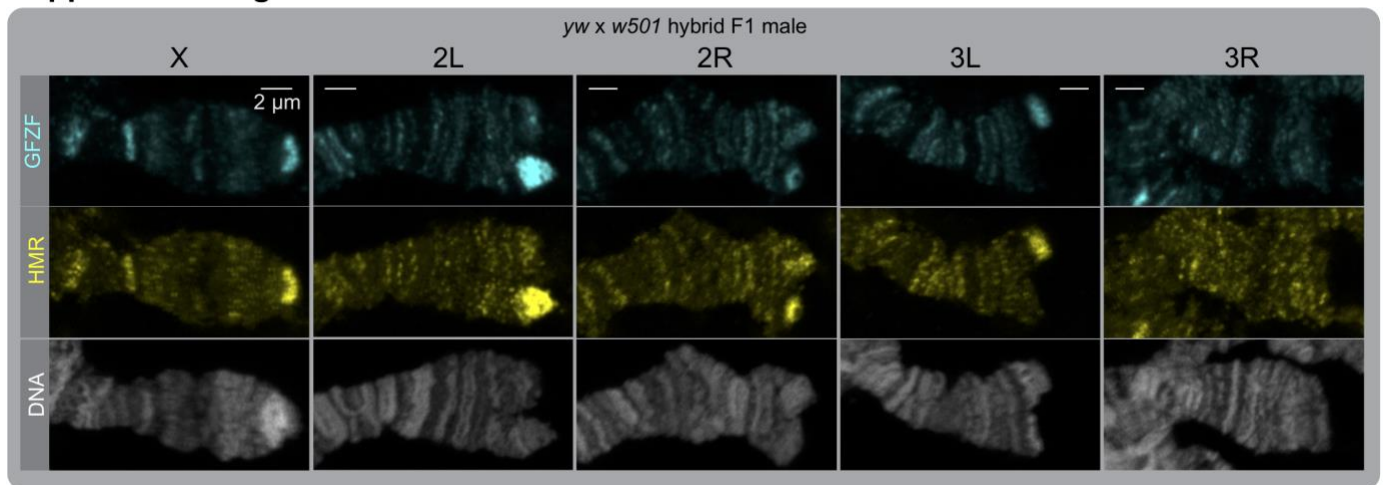

### S5 Figure. GFZF localization at telomeres is different in hybrid F1 males

We analyzed polytene chromosomes from rare hybrid males that grow to be large 3<sup>rd</sup> instar larvae, and found that GFZF and HMR have staining patterns comparable to that of hybrid F1 females. Though these males grow as larvae, they do not produce viable adults. We confirmed that these are true hybrid males by two methods; the *yw D. melanogaster* X chromosome causes larval mouth hooks to be lighter in color, and the polytene karyotype contained only 1 X chromosome that stained for GFZF at the telomere, indicating that it is in fact the *D. melanogaster* X.

## Supplemental Figure 6

*UAS.gfzf<sup>sim</sup> RNAi; Actin5C.GAL4 / CyO x w<sup>501</sup>*

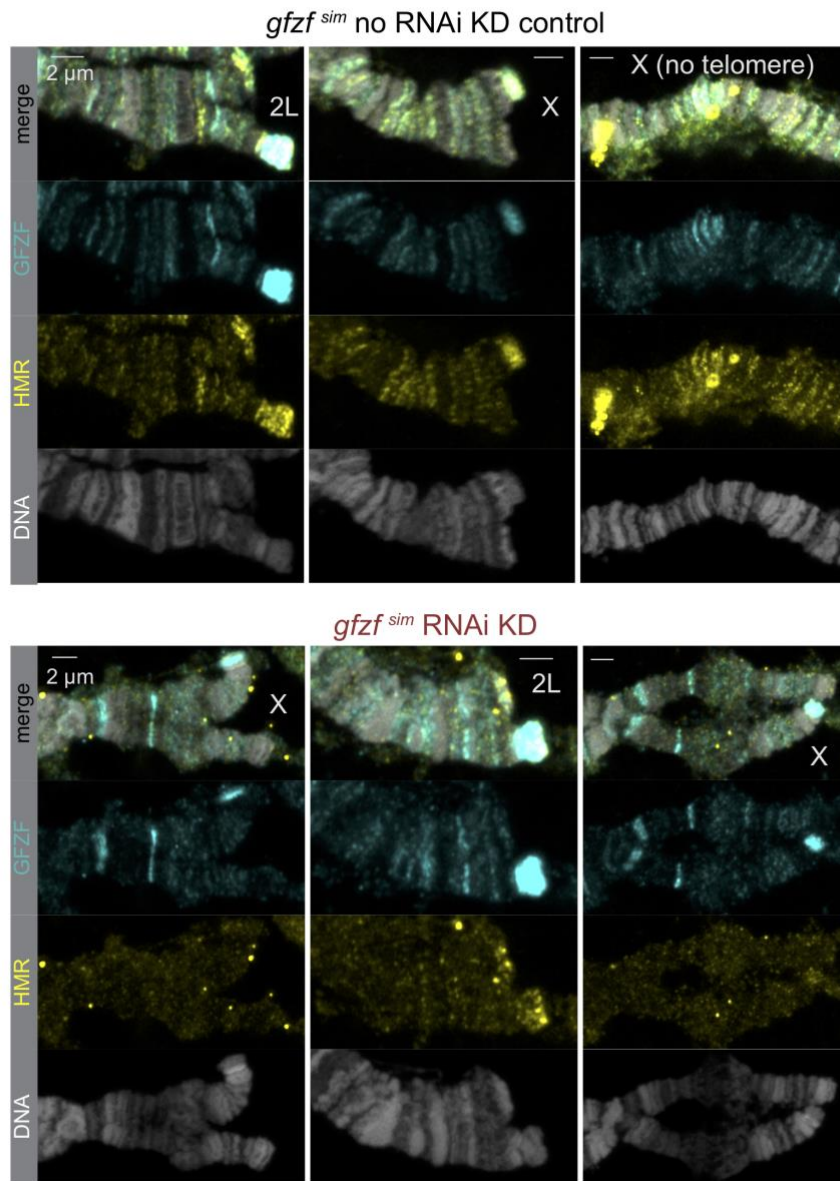

### Supplementary figure S6. Additional images of *gfzf<sup>sim</sup>* knockdown hybrids

The top panels hybrid polytenes from control GAL4<sup>-</sup> samples. The bottom panels are hybrid polytenes are from GAL4<sup>+</sup> *gfzf<sup>sim</sup>* knockdown samples. HMR staining and HMR / GFZF co-localization is reduced in the *gfzf<sup>sim</sup>* knockdown samples. Chromosome identities are given for each panel.

## Supplemental Figure 7

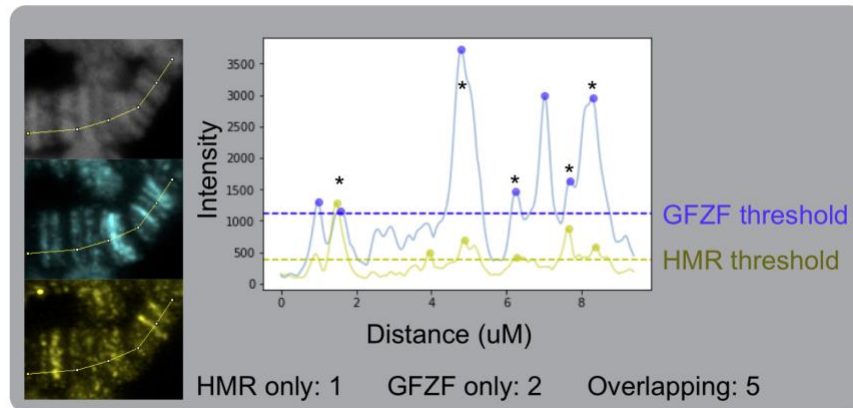

### Supplementary figure S7. Example of GFZF / HMR overlap calculation process

Polytene fluorescent images analyzed for co-localization between GFZF and HMR along the DNA axis. The sample shown here is only several microns for sake of clarity – for our data presented in figure 4, we mapped ~150 microns of each polytene. (A) We used the segmented line tool in Fiji to trace the DNA line of the polytene chromosomes, and created fluorescent intensity outputs for the GFZF and HMR channels separately. (B) We determined local maxima for GFZF and HMR. (C) Tabulated the peaks of each channel individually and the peaks that were present in both channels. More details in methods.

### Supplemental Figure 8

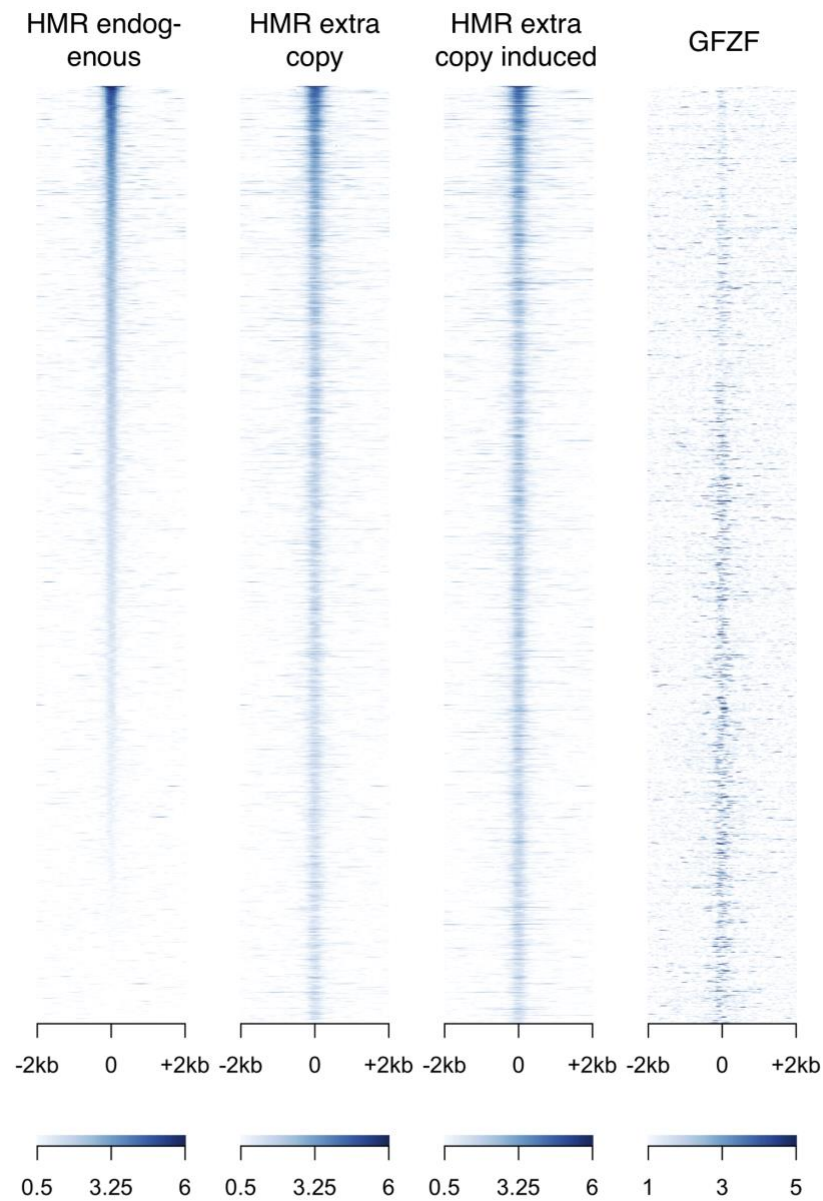

### Supplementary figure S8. Heatmaps of HMR/GFZF signal all HMR bound sites in HMR over-expression experiments

The first three heat maps are for HMR signal. The final column represents the GFZF signal. All four columns are sorted by the strength of the HMR signal in the HMR over-expression induced state. When HMR is

over-expressed, new sites appear near the end of the heatmap (as inferred by lack of HMR signal in the control).

Supplemental Figure 9

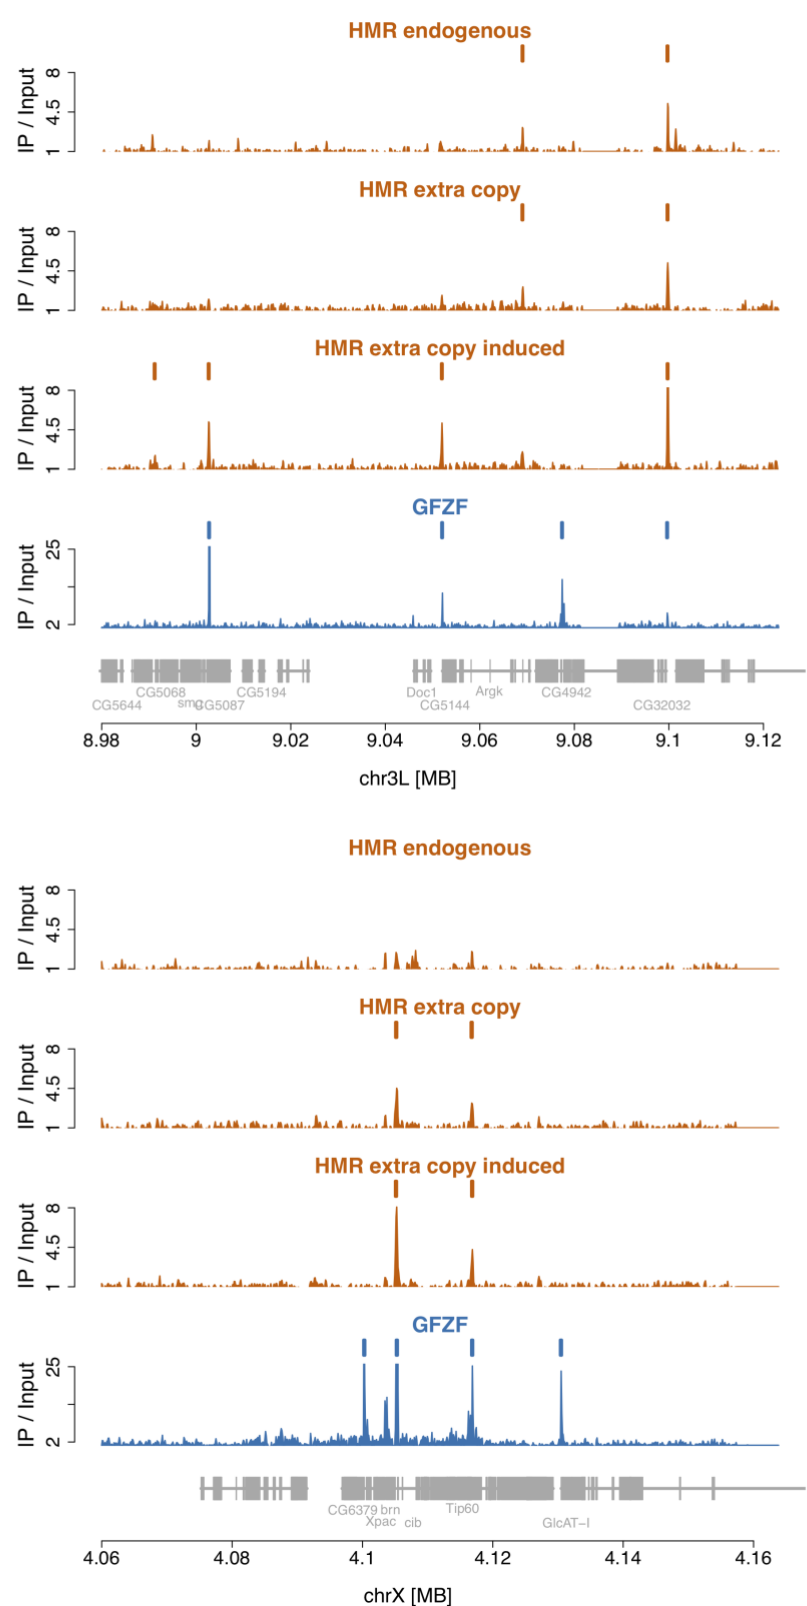

### **S9 Figure. Additional genomes browser windows for HMR over-expression**

Additional windows to pair with Figure 5A. 

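Over the range that S9 plots on 3L, 4 HMR peaks were called in the induced condition and 2 in the uninduced condition. One peak was shared, at 9094950 to 9095149 in the induced list and 9094905 to 9095104 in the uninduced list. It is intergenic and lies just beyond the stretch from CG5644 to CG32032 (8977395 to 9094856 in dm6) from which peaks were to be named, and it was added after its position was seen. Within that stretch there were 3 induced peaks and 1 uninduced peak, none of them shared. The induced-only peaks lie close to a TSS, at 8986571 to 8986770 (40 bp from CG5068), at 8997985 to 8998184 (95 bp from smg) and at 9047251 to 9047450 (89 bp from Argk2). The first of them contains a match to Motif 1, a core promoter element, and its reference sequence is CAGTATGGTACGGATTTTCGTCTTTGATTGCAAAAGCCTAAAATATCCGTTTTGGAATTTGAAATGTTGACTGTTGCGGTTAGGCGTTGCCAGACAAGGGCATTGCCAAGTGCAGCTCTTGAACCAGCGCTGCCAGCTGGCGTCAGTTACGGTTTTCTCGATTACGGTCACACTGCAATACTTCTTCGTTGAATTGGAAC. The uninduced-only peak is in an intron of Argk1, at 9064263 to 9064462. In the window on the X, between CG6379 (now Cmtr1) and GlcAT-I (4097592 to 4132833), both conditions had 2 peaks and both were shared. In the induced condition they lie at 4105827 to 4106026, 187 bp from a TSS of cib, and at 4117501 to 4117700 in the 5′ UTR of tyf. The shared peak near cib contains a match to Motif 1 in both lists.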

Peaks are marked with orange and blue bars for HMR and GFZF respectively.

**Supplemental Figure 10**

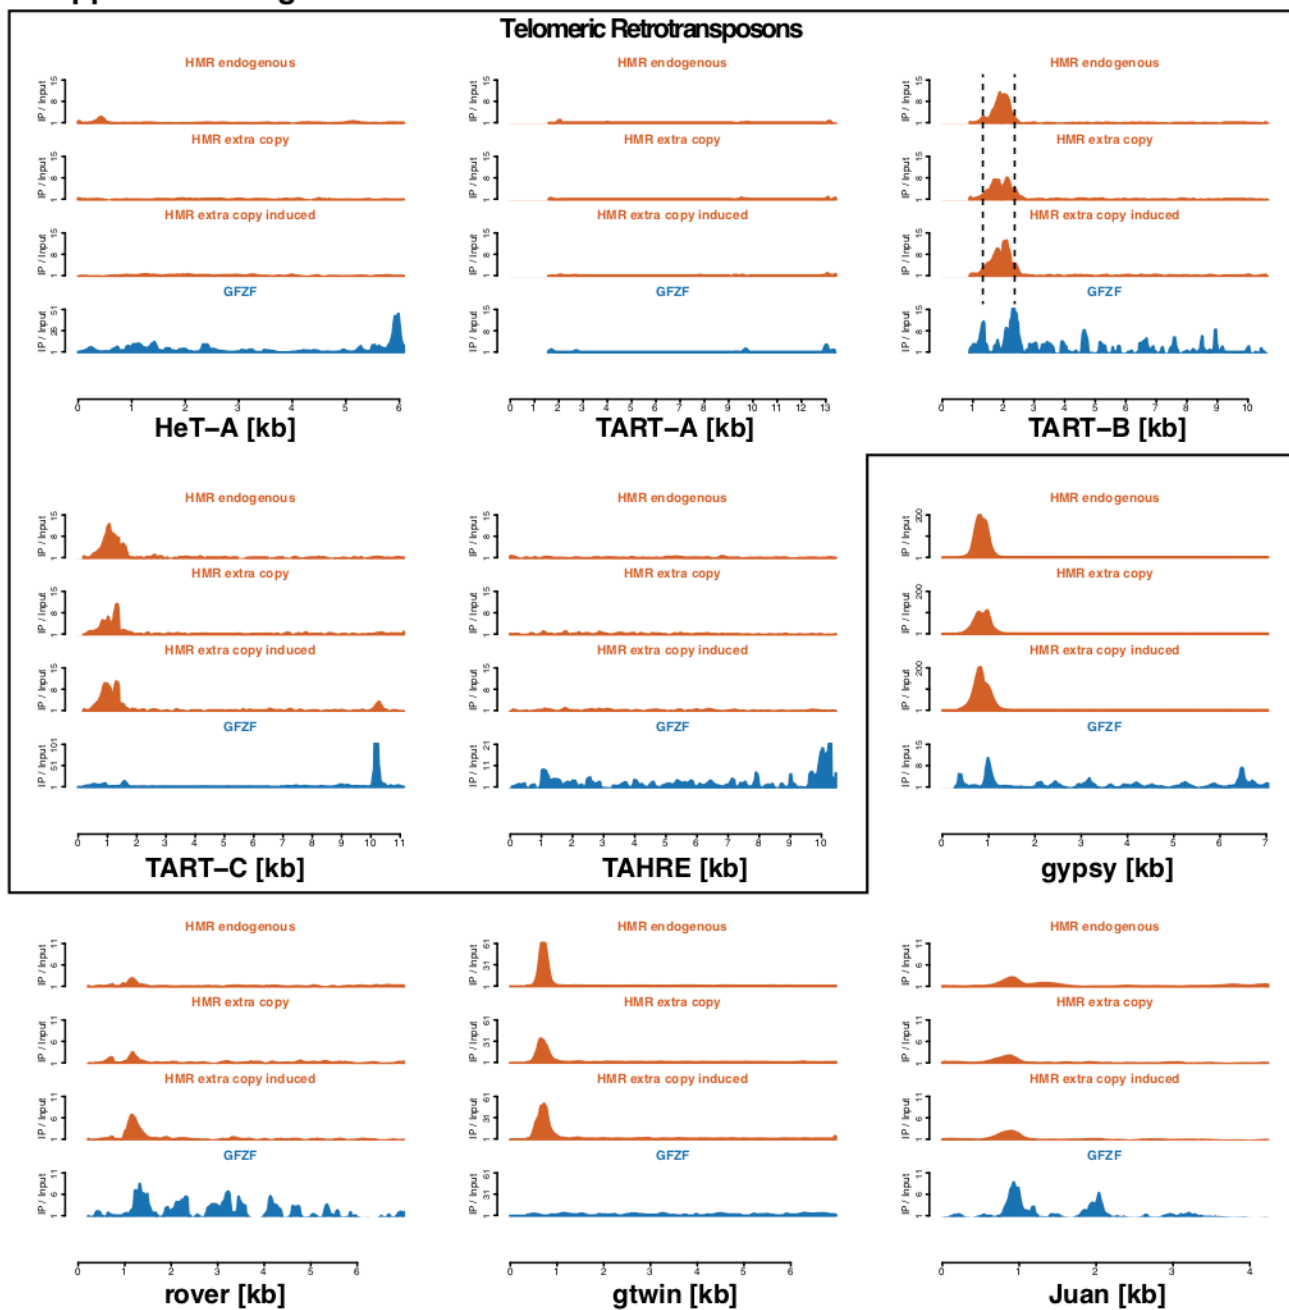

**Supplementary figure S10. Genome browser windows for retrotransposons and other transposable elements.**

Additional windows to pair with Figure 5A. Relative enrichment of the input samples for HMR native, additional copy uninduced, additional copy induced, and GFZF are shown for each telomeric TE and four

additional genomic TEs as a reference. Consistent with our polytene images, we found differential enrichment of GFZF and HMR in telomeric retrotransposon sequences, we find that HeT-A and TAHRE sequences show strong enrichment for GFZF but little to none for HMR, even with HMR over-expression (S10). 

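Peaks were called from uniquely mapped reads, which limits what can be seen in repeated elements, and they were compared with the elements annotated on the assembled chromosomes. The 27 annotated HeT-A copies, 69668 bp together, held 1 HMR peak in the induced condition and 2 in the uninduced condition. The induced peak lies on chromosome 4 from 1318201 to 1318400 of dm6 and was shared. No TAHRE copy is named in the annotation used here. The 10 TART-A copies and the 3 TART-B copies held no peak in either condition, but the TART-B copies cover only 985 bp. The single TART-C copy, 989 bp long, held 1 induced-only peak at 1288853 to 1289052 on chromosome 4. Among the elements shown for reference, gypsy held 2 peaks in each condition and gtwin 1 in each. Copies of rover held 2 in the induced and 1 in the uninduced condition, and Juan held none in either. The counts are too few for a comparison between the conditions.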

We observe binding of GFZF and HMR in the TART-B and TART-C retrotransposons, but it appears that even in these elements their peaks of enrichment are largely non-overlapping.

## Supplemental Figure 11

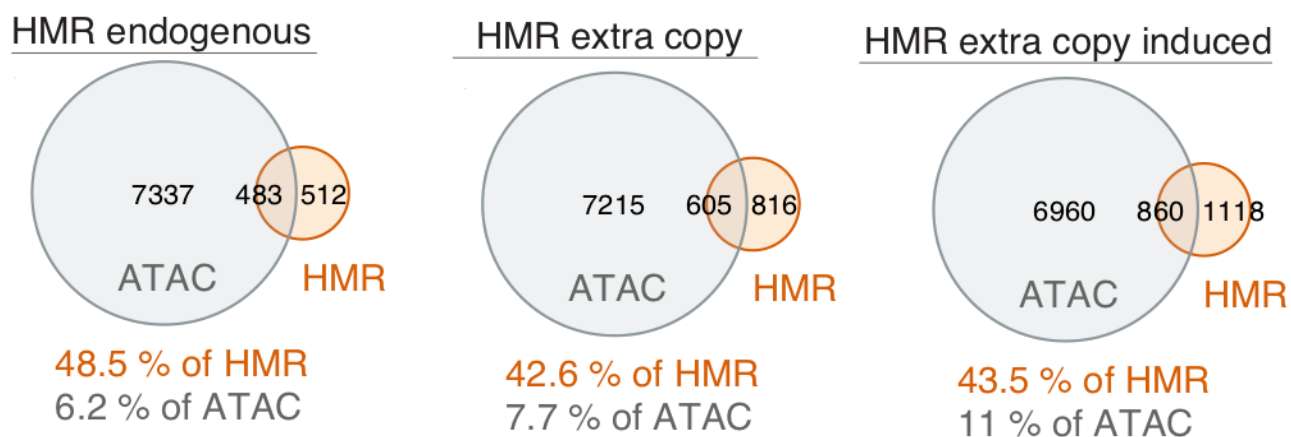

### Supplementary figure S11. Overlap of HMR and ATAC peaks.

The number of peaks identified in ATAC-seq and HMR ChIP-seq from cell lines with endogenous HMR, 1 extra copy of HMR (uninduced), and the induced extra copy of HMR. 

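On the major chromosome arms, HMR ChIP-Seq gave 1978 peaks in the induced condition and 1421 in the uninduced condition. Joining neighbouring peaks within 500 bp reduced the full lists to 1958 and 1417. Each count comes from 1 peak list, so it has no replicate error, and the 2 ChIP libraries of the induced condition stand against 1 of the uninduced condition.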

The percentage of HMR peaks in ATAC peaks does not change significantly between the three conditions, indicating that an increase in HMR expression does not generally guide it to more open chromatin.

How the deposited data were processed for this re-analysis (not part of the article)

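HMR ChIP-Seq was examined in S2 cells with and without copper induction of the transgenes. The 6 libraries are 2 HMR ChIP libraries and 2 inputs of the induced condition and 1 of each for the uninduced condition. According to the methods, the authors aligned the reads with Bowtie2 2.2.9, filtered them with samtools 1.3.1 and called peaks with HOMER 4.9 at 2-fold over input and a peak size of 200 bp. The authors deposited 2 peak lists, in which each peak is a position (chromosome, start and end) without a score. The lists belong to the series and not to single libraries. Their condition was read from how the lists are named and from the number of peaks on the major arms, which equals the totals that the Venn diagrams of Fig. 5B add up to. This assignment is an inference.

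Overlaps, TSS distances, element overlaps and motif matches were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. TSSs came from 35694 transcripts of Ensembl release 115, and 5896 annotated transposable elements and the Release 6 sequence, the assembly named dm6, were used with them. All peaks lie within the chromosome lengths of that assembly. A peak was at a TSS when its centre lay within 250 bp of one. The consensus matches searched on either strand were Motif 1, DRE, Su(Hw) and GAGA, 4 motifs in all. A difference between classes of peaks was placed among 10000 random subsets of the same size, and TSS shares were placed among 10000 random placements. Both describe these lists, since peaks are not replicates, and no p-value was computed.

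The procedure was tested on simulated lists. All 900 planted unshared peaks, all 500 planted TSS peaks and all 500 planted motifs were recovered. The planted TSSs and motifs met the rules used to find them, so their recovery checks the code only. Among 200 simulations without a difference, 4.0% fell outside the central 95% of random subsets, and 93.5% of 200 simulations with a planted difference of 8 percentage points did. The differences between induced-only and shared peaks in TSS share (1.54) and Motif 1 share (2.34) were smaller. The Motif 1 share also lies far below the simulated share, so 93.5% does not apply to them.

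Before the data were examined, the overlap rule, TSS distance, motif match and the named loci were set, with their alternatives. The loci are Dscam1 with 50000 bp on each side, the gene spans of the windows in Fig. S9, the elements of Fig. S10, and Hmr, Lhr, gfzf and the metallothionein genes MtnA to MtnF with 1000 bp on each side. Settings that use the order of lines were added after the lists were seen. Read depth is unknown, and input libraries enter only through the authors' peak calling.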

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

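The tests in this part were chosen after the result was seen, except the share of uninduced peaks found again, for which 90% was set beforehand. The uninduced list holds 379 peaks with no overlapping induced peak, a class that the paper does not discuss. It is given here for that reason. There was no control list to compare it with, so the count alone does not set it apart from the difference between any pair of lists called separately. The missing peaks gather late in the uninduced list, where the share missing from the induced list is 37.5 times as high in the last of 10 equal parts (52.4%) as in the first (1.40%). This is consistent with calls near the threshold of the peak caller, if the order of lines follows peak strength. The first part holds only 2 missing peaks, so the ratio is imprecise.

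The loss also bears on the longer induced list. Only 73.4% of the uninduced peaks were found again, under the 90% set for nested lists. More libraries behind the induced list could still contribute to its length, because weak calls that come and go would lower that share too, and the number of libraries goes with the condition. These cannot be told apart without a list for each library. A loss of HMR from some sites on induction stays open as an untested biological explanation.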

How the results depend on the processing

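The settings that use the order of lines were chosen after seeing the data. Of 31 alternative settings, 25 kept the direction of the result and its side of the range of random subsets, or a count within 1.5 times. Some of these could change little, such as leaving out the 3 peaks on the Y. Of the others, 1 was stronger, while 3 moved and 2 reversed, all of which use the order of lines. The peak numbers stayed within that limit under each of their alternatives. So did the induced-only count (884 to 999) and the uninduced-only count (350 to 442) under the other overlap rules and on the major arms.

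With the first 990 induced and the first 712 uninduced peaks, the counts without a counterpart were 438 and 160, as fewer peaks were compared. With the induced list shortened to 1424 peaks, 552 induced peaks and 552 uninduced peaks had no counterpart, equal by construction. Where peaks pair singly, the larger number of induced-only than uninduced-only peaks likewise restates the difference in list length. Whether induction made the induced list longer is not settled by this.

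The difference in TSS share between induced-only and shared peaks was 1.54 percentage points, inside the range of random subsets, and stayed inside it under each alternative. In the first 990 lines of the induced list it was reversed, at -6.10, and the cause was not tested. The difference in Motif 1 share was 2.34 percentage points and stayed above the range of random subsets under the alternatives set beforehand (2.04 to 6.79). In the first 990 lines of the induced list it was reversed, at -0.542, and inside that range, so the Motif 1 difference rests on the later lines. The difference in transposable element share was 0.00266 percentage points, and 1.16 when the peak centre had to lie inside an element, which put it outside the range. The cause was not tested.

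No paired analysis was possible because each condition has 1 peak list, without values per replicate. For the same reason leaving out a replicate was not run, and the higher-scoring part of each list was not run because the lists give no score. The unknown depth limits every comparison of the peak numbers.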

Differences from the paper's values

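No value differed from the paper's by more than 1.5 times. The full lists hold 1981 and 1424 peaks. The paper's totals, added up from the numbers printed in Fig. 5B and given here to 2 digits, are about 2000 and about 1400 in Fig. 5B. Unrounded, these sums equal the 1978 and 1421 peaks on the major arms. In the range plotted in Fig. 5A, the induced list holds 5 peaks where the panel marks about 4 in Fig. 5A, read by eye. The peak at 7300792 to 7300991 on 2R seems to be the unmarked one, although the axis readings differ from the listed positions by a small distance. Over the ranges plotted in Fig. S9 the counts equal the marked bars (about 4 and about 2 in Fig. S9 on 3L). Between the genes named at the ends of that window, a narrower range, they were 3 and 1. The plotted range was chosen for this comparison after both counts were seen.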

Other observations

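In this part, the tests of GC content, of uninduced-only peaks, of the MtnA promoter and of the X were chosen after the result was seen, and the test among TSS peaks was set beforehand. The explanations set beforehand for a difference in TSS share between induced-only and shared peaks were not weighed, since that difference was not clear over the whole list, and its GC-matched test was not run. The TSS values computed for other comparisons are given as values.

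Both lists were rich in TSSs. In the induced list 51.5% of the peaks were at a TSS, against a mean of 7.48% in 10000 random placements within arms, none of which reached it, and in the uninduced list 48.5% were. Over the whole induced list, induced-only peaks were not at a TSS clearly more often than shared peaks, with 52.4% (49.1 to 55.5) against 50.8% (47.8 to 53.8), and 5043 of 10000 random subsets differed as much. Within the first 397 lines of the induced list, 21.9% of the 64 induced-only peaks were at a TSS against 52.6% of the 333 shared peaks, while in the other 4 of 5 equal parts the induced-only share was higher by 0.541 to 7.60 percentage points. Uninduced-only peaks were at a TSS less often than induced-only peaks, with 43.8% (38.9 to 48.8), a difference of 8.55 percentage points that 48 of 10000 random subsets of the unshared peaks reached. Within single arms, 2 of 6 comparisons of induced-only with shared peaks lay outside the range of random subsets, in opposite directions. On chromosome 4, 1 of 12 induced-only and 31 of 37 shared peaks were at a TSS, and 0 of 10000 random subsets differed as much. On the X, 57.9% of induced-only and 41.8% of shared peaks were, and 31 of 10000 random subsets differed as much. No explanation of these values was tested.

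Motif 1 was found in 38 of 936 induced-only peaks (4.06%, 2.97 to 5.52) and 18 of 1045 shared peaks (1.72%, 1.09 to 2.71), and 22 of 10000 random subsets differed as much. The difference was absent from the first 990 lines of the induced list (-0.542 percentage points). Of the other 3 motifs, DRE was more frequent in induced-only peaks (7.26% against 4.78%), Su(Hw) less frequent (3.42% against 7.56%), and GAGA similar (1.82% against 2.39%). As large a difference arose in 204 of 10000 random subsets for DRE, 3 for Su(Hw) and 4431 for GAGA. DRE and Su(Hw) thus also lay outside the range of random subsets. The Su(Hw) difference, -4.14 percentage points, was larger in size than that of Motif 1. Location at a TSS alone is argued against, since among TSS peaks the Motif 1 difference was 4.15 percentage points. Of the uninduced-only peaks, 0.264% had a match (0.0466 to 1.48). This argues against a higher Motif 1 share of weak peaks in general only if uninduced-only peaks stand for weak peaks. They may instead be calls near the threshold that do not recur. As the induced list has more libraries behind it, weak sites with Motif 1 found through more libraries cannot be excluded. With shared peaks weighted to the GC content of induced-only peaks the difference was 2.26 percentage points, so GC content leaves most of it. As a hypothesis, HMR may be drawn on induction to promoters with Motif 1, where the paper cites an association of GFZF with the Motif 1 binding protein. GFZF peaks were not analysed here, and each condition has 1 list. Copper, HMR expression and the number of libraries change together.

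A peak at the MtnA promoter (3R, 9784373 to 9784572, 102 bp from the TSS) stands at line 53 of the induced list and has no uninduced counterpart. MtnA encodes a metallothionein, and copper induces such genes. Of the 6 metallothionein genes, 1 had an induced-only peak. Which of them copper activated in these cells was not measured, so a response shared by the copper-activated metallothionein genes stays open. The transgenes are driven by a metallothionein promoter, and extra copies of the promoter on the construct could contribute. The uninduced cells carry the construct too and had 0 peaks within 1000 bp of MtnA, but this rests on 1 library, and the explanations cannot be told apart without copper-treated cells that lack the construct. No peak lay within 1000 bp of Hmr, Lhr or gfzf in either list.

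Peaks on the X were unshared more often than peaks on the autosomes, in the induced list (55.2% against 45.5%) and in the uninduced list (38.0% against 24.1%). X peaks stand late in the lists, with a median line of 1649 against 876 in the induced list. Compared within 5 equal parts of the list in line order, the difference was -7.20 percentage points in the induced list and -1.19 in the uninduced list. The sign was not the same in every part. In the uninduced list more X than autosomal peaks were unshared in the first part (30.0% of 10 X peaks against 2.91%) and the second (21.7% of 23 against 15.3%), and in the induced list in the second part (38.9% of 36 against 36.9%). In the other parts of the induced list fewer X than autosomal peaks were unshared, as in the third (39.0% against 50.8%) and the fourth (49.2% against 65.2%). For the induced list a lower place of X peaks could thus account for their higher unshared share over the whole list. It does not account for the lower share within parts. For the uninduced list the values leave this open. Why X peaks stand lower was not tested.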
